A study of Mus musculus with 12 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

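DNA copy number was measured by array comparative genomic hybridization (array CGH), in which DNA of a mouse and of a reference mouse, labelled with different dyes, compete for the same spots. The 6 mice were the sire, the dam and 4 progeny of 1 family of the inbred strain C57BL/6, given as C57BL/6J/Nrs in the study's methods, and the reference was 1 male mouse. Tail DNA of each mouse was hybridized on 2 arrays with the dyes exchanged, which gave 12 arrays. Both arrays of a mouse hold the same DNA samples and were counted as 1 replicate. The mice were separate animals. Each parent is a group of its own with n = 1, and the progeny are a group with n = 4.

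The deposited scanner files were made by the authors with Agilent Feature Extraction 10.7.1.1. Per the file headers, the processed red and green intensity of each spot had been background-subtracted, corrected for a spatial trend over the slide and normalized between the dyes with a linear method. The files also give a log10 ratio of the processed red over green signals, made by the authors' software, per the file headers. Probe positions are those of mouse genome build mm9. The 12 arrays held 973116 spots each, of which 966371 were not control spots. After probes printed more than once were averaged, 950617 autosomal, 68 X and 23 Y probe positions were left, with a median distance of 2053 bp between neighbouring autosomal probes. Values flagged as outliers by the scanner software were left out (494 autosomal values), so that 950157 autosomal probes were measured on all 12 arrays.

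The deposited series matrix holds log2 values of the same arrays. Set against the scanner files, they were log2 ratios of the reference over the mouse, without centring, with medians from -0.013 to 0.0048, and 1889 features of the scanner files have no value there. Their direction is opposite to the one used here. They served as an alternative.

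From the processed signals, the log2 ratio of mouse over reference was computed for each array, the swapped arrays were turned to the same direction, and the autosomal median of each array was set to 0. No loess or quantile normalization was applied. The mean of both arrays of a mouse is given as its log2 ratio. Under the screening thresholds stated in the study's methods, a probe was called positive when it passed 0.8 in size on both arrays of a mouse, or when it and an adjacent probe passed 0.5 on both arrays, with 1 direction in all values. The requirement of 1 direction is not stated in those methods and was added here. A call in progeny that neither parent had in the same direction was counted as a de novo candidate. Only the first screening is covered here. The second, denser arrays and the quantitative PCR of the study are not analysed here, so the calls below are candidates and not verified variants. As a background, the same thresholds were applied to the ratio of the dyes without turning the swapped array. Such a dye-sign call cannot come from copy number.

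Differences of the family from the reference, and of the progeny from the parents, were tested on the log2 ratios with limma 3.58.1 (R 4.3.3), with Benjamini-Hochberg adjustment and a threshold of 0.05 over 950157 probes. The reference is 1 animal on every array, so its own spread is left out of these tests. Transmission of parental calls of 2 or more probes was tested with a two-sided exact binomial test. The spread of merged regions over chromosomes was tested with 100000 random placements in proportion to the probes of each chromosome. Tables were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

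The calling rule was tested on simulated data made by shuffling the probes of each mouse, with both array values of a probe kept together. In each mouse, 200 changes of each length were inserted. A change counted as found when at least 1 of its probes was called. For longer changes the shares are therefore not those of whole runs. The size of a loss of 1 of 2 copies was set to -0.89, the X ratio of the dam with its sign turned. Such a loss was found in 32.5 to 46.5% of cases when it covered 1 probe, in 84.5 to 90.5% when it covered 2 and in 98.0 to 99.5% when it covered 4. A gain of 1 copy (0.52) was found in 0 to 1% of cases over 1 probe and in 12.5 to 20.5% over 4. In simulated limma tests over 950157 probes, probes shifted by 0.5, 1 and 2 were recovered in 85, 98 and 100% of cases for the family against the reference, and in 1, 50 and 97% for progeny against parents. Each simulated set held 200 changed probes of each size. The adjustment is then milder than for a lone changed probe, so recovery of a lone probe would be lower.

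The regions named are, by rules set before the data were examined, the 15 merged regions with the most probes, up to 10 de novo candidate runs of 2 or more probes, the 8 single-probe de novo candidates with the largest ratio on the weaker array, and up to 10 probes past the threshold of each limma test. The files used here give no gene name for a probe, and the genome annotation at hand is of another build, so regions are given by mm9 position and what lies in them is not stated. Tests of gene lists that needed gene names were not run. Alternatives covered the source of the ratio, background correction (normexp with an offset of 50), centring, loess, subtraction of a running median, the thresholds, the dye-swap rule, dim and flagged spots, the definition of a de novo call, and each progeny mouse left out. Normexp was run on median spot signals, as mean signals were not used here.

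Of the autosomal probes, 98.1% were well above background in both channels on all 12 arrays. The number of arrays limits the precision. The parents' arrays were scanned on 1 day, those of progeny replicates 1 and 2 on another, and those of replicates 4 and 3 on 1 further day each, so no scan day holds both parents and progeny, and scan day and generation cannot be told apart. The series title speaks of male mice exposed to gamma-rays and the mouse names carry the prefix of the study's irradiated group, while the design text calls the sire of this family non-irradiated. Exposure was therefore not used as a group. The standard error of a median over probes was taken from bootstrap resampling of the probes.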

Results

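The series holds the first array CGH screening of 1 mouse family, whose purpose in the study was to find new copy number variants (CNVs) in the offspring of male mice kept under low-dose-rate gamma-rays. The family consisted of a sire, a dam and 4 progeny, each compared with 1 male reference mouse on 2 arrays with exchanged dyes. The series title and the prefix of the mouse names are those of the irradiated group of the study, while the design text of the series calls the sire non-irradiated. The family has no comparison family here. No statement about irradiation can be drawn from it.

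The spread of a single array, measured from differences between neighbouring autosomal probes, was 0.22 to 0.27 on the log2 scale. In the mean of both arrays it was 0.15 in the sire, 0.14 in the dam, and 0.13, 0.14, 0.13 and 0.16 in progeny replicates 1 to 4, so that replicate 4 was the noisiest of the 6 mice by this measure. Across probes, the 2 arrays of a mouse correlated negatively after they were turned to the same direction (r = -0.20 in the sire, -0.33 in the dam, and -0.40, -0.33, -0.34 and -0.19 in progeny replicates 1 to 4). The part of the signal that followed the dye correlated between mice at r = 0.46 to 0.56, while the 2-array means correlated at -0.20 to 0.19. These correlations are across probes, which are not independent replicates. The SD across probes was 0.19 to 0.22 for the part that followed the dye and 0.15 to 0.18 for the 2-array mean.

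The X and Y probes, which report the sex of a mouse, separated the animals into 2 kinds. The sire and progeny replicate 1 had X and Y ratios near 0 against the male reference (X -0.02 and -0.02, Y -0.04 and 0.04, medians of 68 X and 23 Y probes). The dam had an X ratio of 0.89 and a Y ratio of -1.56. Progeny replicates 2, 3 and 4 had X ratios of 0.92, 0.92 and 0.87 and Y ratios of -1.52, -1.50 and -1.54. The sire and dam therefore had the X and Y dosage of a male and a female, as their labels say. The labels used here do not give the sex of the progeny. With 1 sire and 1 dam no test was possible. After normexp the X and Y ratios of the dam were 0.57 and -0.36.

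**Figure D1:**
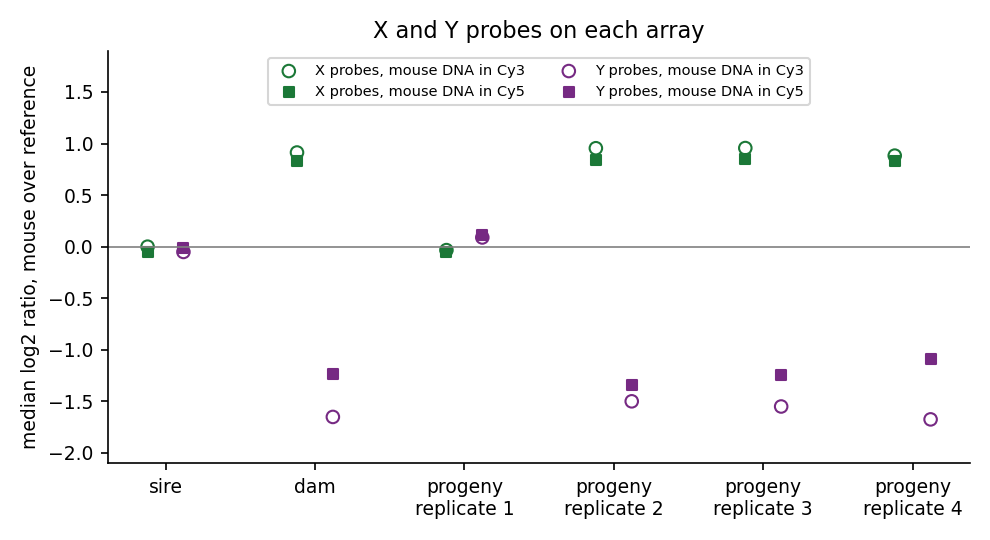
Median log2 ratio of mouse over reference (vertical axis) for the 68 X probes (green) and 23 Y probes (purple) of each mouse (horizontal axis), with a circle for the array with the mouse DNA in Cy3 and a square for the array with it in Cy5. The sire and progeny replicate 1 lie near 0 for both, while the dam and progeny replicates 2, 3 and 4 lie near 0.9 for X and below -1 for Y.

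The longest autosomal call of the family was a loss on chromosome 3, from 25417435 to 25444229 (mm9), which covered 4 neighbouring probes over 26795 bp. Its mean log2 ratio was -1.46 in the dam, and -1.47, -1.57 and -1.57 in progeny replicates 2, 3 and 4. The sire (0.03) and progeny replicate 1 (0.01) were at the level of the reference. The 4 probes differed in depth, with dam ratios of -0.85, -1.92, -1.84 and -1.22, and the next probe after the end was at -0.20 in the dam, -0.03 in replicate 3, and -0.56 and -0.53 in replicates 2 and 4. It was the only merged region of 4 or more probes among 1095. It was also the only call of 2 or more probes made in exactly 1 parent, so that the transmission test covered 1 region. That region was called in 3 of 4 progeny (75%, exact 95% confidence interval 19.4 to 99.4%, two-sided exact binomial p = 0.625 against equal chances). With 4 progeny the smallest p this exact test can give is 0.125, so it could not pass 0.05. The progeny mouse that lacked the loss was also the only 1 with the X and Y ratios of the sire. Equal chances hold for a variant on 1 of the dam's 2 chromosomes. The dam's ratio of -1.46 was below that of 1 copy of 2 (-1), and the region parted the mice as the X and Y ratios did. The share can therefore not be read as transmission of a parental variant. The 4 probes belong to a set of 35 autosomal probes on 14 chromosomes that were called as losses in exactly the dam and progeny replicates 2, 3 and 4. The median ratio of this set was -1.65 in the dam, -1.55, -1.45 and -1.42 in replicates 2, 3 and 4, -0.07 in the sire and -0.03 in replicate 1, and its median brightness lay at the 98.9th percentile of autosomal probes. With looser calling, at thresholds of 0.7 and 0.4, the share fell to 10.71% of 28 region-by-progeny pairs, with the positive pairs still at 3.

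**Figure D2:**
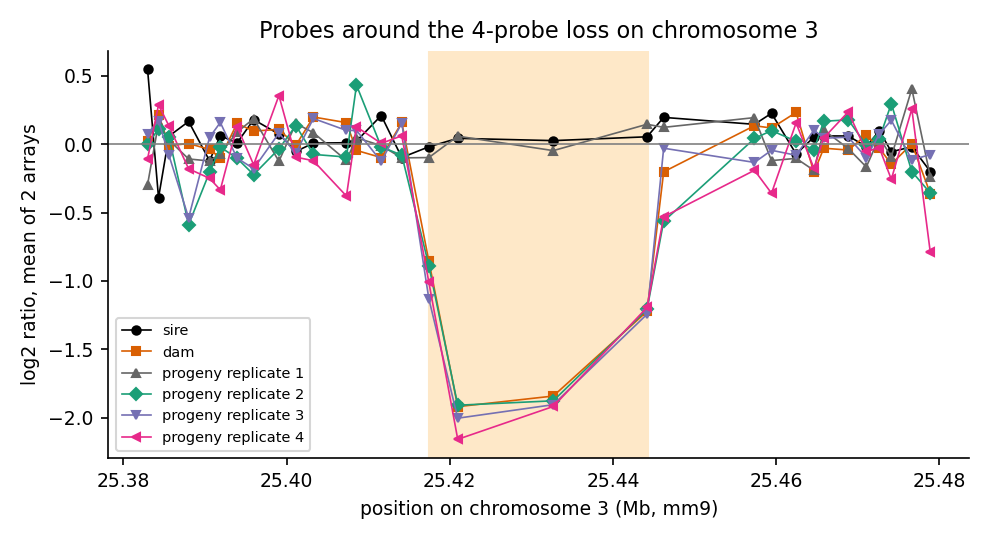
Log2 ratio of each probe (mean of 2 arrays, vertical axis) against its mm9 position on chromosome 3 in Mb (horizontal axis), with 1 line per mouse and the called region shaded. The dam and progeny replicates 2, 3 and 4 fall together over 4 probes, and the sire and progeny replicate 1 stay near 0.

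Over the autosomes, 1299 positive probe calls were made in the 6 mice, of which 1082 were losses and 217 were gains. The sire had 33 losses and 66 gains, and the dam 136 and 32. Progeny replicate 1 had 158 losses and 16 gains, replicate 2 had 151 and 22, replicate 3 had 140 and 26, and replicate 4 had 464 and 55. The sire was the only mouse with more gains than losses. Calls made in 1 mouse only numbered 91 in the sire and 108 in the dam, and 145, 112, 108 and 443 in progeny replicates 1 to 4. The counts in the parents are a background for those in the progeny, since a parent's private call cannot be a new variant of this cross. Progeny replicates 2 and 3 lay close to the dam, replicate 1 lay above both parents, and replicate 4, whose 2-array mean also had the widest SD across probes (0.18, other mice 0.15 to 0.16), lay above all others. Without replicate 4, the total was 780.

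Dye-sign calls, which copy number cannot produce, were more frequent than positive calls in every mouse. There were 237 in the sire, 674 in the dam, and 1198, 832, 518 and 563 in progeny replicates 1 to 4, or 4022 in all. They formed 216 runs of 2 or more probes, against 19 such runs among the positive calls. In every mouse the part of the ratio that followed the dye had the wider SD (0.19 to 0.22, 2-array mean 0.15 to 0.18). More dye-sign calls were therefore likely beforehand, and their number does not estimate false positive calls. Brightness separated the calls further, a property examined only after the calls had been seen. Of the positive calls, 998 (76.8%) fell on the dimmest 10% of the probes. Calls on the brighter 50% of the probes numbered 51 in the dam and 52, 44 and 51 in progeny replicates 2, 3 and 4, but 0 in the sire and 0 in progeny replicate 1. The count of 1299 fell to 409 when only probes well above background were used and to 216 after normexp. Normexp also shrank ratios, with the X ratio of the dam at 0.57 in place of 0.89, while the thresholds were kept. Part of its drop is therefore built in.

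**Figure D3:**
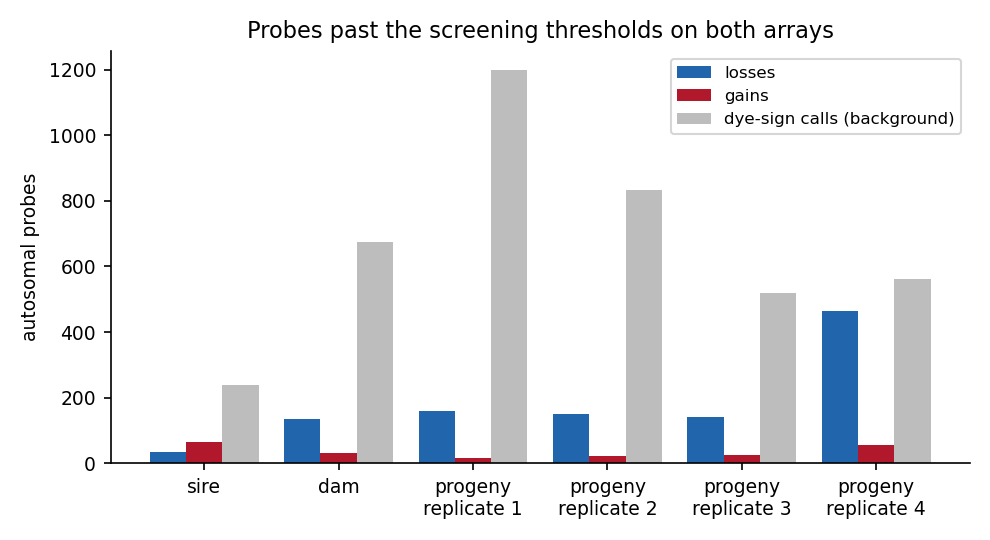
Number of autosomal probes (vertical axis) called as losses (blue) or gains (red) on both arrays of each mouse (horizontal axis), beside the dye-sign calls (grey) that copy number cannot produce. Progeny replicate 4 has the most losses, and the grey bars are above the coloured bars in every mouse.

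The comparison of each progeny mouse with its parents addresses the main question of the screening, which variants are new in the offspring. It gave 888 de novo candidate probes, 776 losses and 112 gains. They numbered 170 in progeny replicate 1, 121 in replicate 2, 122 in replicate 3 and 475 in replicate 4. After normexp 27 candidate probes and 1 run of 2 or more were left, with probes well above background 197 and 8, and without progeny replicate 4 413 and 6. Since normexp also shrank the X and Y ratios of the dam while the thresholds were kept, its drop does not tell which candidates were false. As many as 857 of the candidate runs were single probes. There were 15 runs of 2 or more probes (4, 0, 2 and 9 in replicates 1 to 4) and 0 of 4 or more, the length that the software of the study would call. No test applies to these counts, because 4 littermates of 1 family were compared with 1 sire and 1 dam. Of the de novo candidate losses, 0, 7, 4 and 6 lay on the brighter 50% of the probes, and 156, 93, 95 and 415 on the dimmer 50%.

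**Figure D4:**
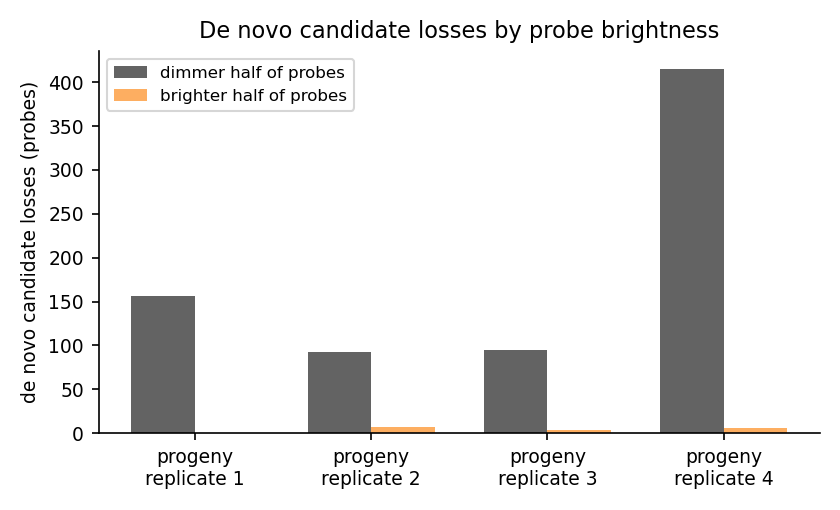
Number of de novo candidate losses (vertical axis) in each progeny mouse (horizontal axis), for the dimmer (dark) and the brighter (orange) 50% of autosomal probes. The excess in progeny replicate 4 is in the dimmer probes, with 415 against 93 to 156 in the others, while the brighter probes give 0 to 7 per mouse.

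The de novo candidate with the most probes was a gain on chromosome 14, from 52008939 to 52012105, over 3 probes. It was called in progeny replicate 4 (0.995), and the ratios of progeny replicates 1, 2 and 3 were 0.64, 0.64 and 0.29, against 0.03 in the sire and 0.08 in the dam. All other runs had 2 probes and were losses. On chromosome 17, from 92468102 to 92468688, progeny replicate 1 (-0.71) and replicate 4 (-0.98) were called, while the dam had -0.36 and the sire 0.25. On chromosome 11, from 7362019 to 7363721, replicate 4 had -0.92 and the other progeny -0.24 to -0.15. On chromosome 17, from 88697337 to 88700452, replicate 1 had -0.91, and replicates 3 and 4 had -0.67 and -0.57, with replicate 3 itself called at 1 of the 2 probes. On chromosome 7, from 92716870 to 92718103, replicate 1 had -0.85 while replicate 3 had 0.55. Replicate 4 was called on chromosome 7 from 83780442 to 83781611 (-0.83) and from 129194113 to 129197209 (-0.68), on chromosome 14 from 103893411 to 103896336 (-0.75) and on chromosome 1 from 152960943 to 152964496 (-0.69). Replicate 3 was called on chromosome 12 from 10823558 to 10824959 (-0.72), where replicates 1 and 4 had -0.69 and -0.57. In several of these regions uncalled littermates were thus shifted the same way. The remaining merged regions of 2 probes were losses on chromosomes 10, 2, 5 and 3, with ratios of -0.60, -0.56, -0.56 and -0.55 in the mouse called.

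The single-probe de novo candidates with the largest ratios were mostly losses. On chromosome 12, the probe from 87723910 to 87723969 had -2.24 in progeny replicate 1. On chromosome 18, the probe from 64436416 to 64436475 had -2.24 in replicate 4. On chromosome 4, the probe from 84514187 to 84514246 had -2.08 in replicate 1, with -0.81, -1.54 and -1.02 in replicates 2, 3 and 4 and -0.70 in the dam, which was at -1.96 on its Cy5 array. The probe from 95669870 to 95669929 on chromosome 4 had -2.36 in replicate 1 and -1.86 in replicate 3, with -0.75 in the dam. On chromosome 5, the probe from 88075185 to 88075244 had -1.81 in replicate 2. On chromosome 4, the probe from 51764296 to 51764355 had -3.95 in replicate 3, as the mean of -1.75 and -6.16 on its arrays, and its neighbours were near 0. The 1 gain was on chromosome 9, from 119889890 to 119889942, with 2.03 in replicate 2.

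Compared with the reference, the family as a whole differed at 1 probe, on chromosome 13 from 95707465 to 95707524. Its ratio was 1.88 ± 0.12 (SE, n = 6), and it was raised in all 6 mice, with 2.32 in the sire, 1.29 in the dam, and 2.01, 1.40, 2.03 and 2.23 in progeny replicates 1 to 4 (limma, adjusted p = 0.00538). At an unadjusted threshold of 0.05, 61483 probes passed. The call was lost after normexp (0 probes), and without progeny replicate 1 (limma, smallest adjusted p = 0.0797) or replicate 3 (limma, smallest adjusted p = 0.0509).

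Progeny and parents differed at 0 probes by limma (smallest adjusted p = 0.277), with 62932 probes at an unadjusted p under 0.05. With all 12 arrays and the mouse as a random block, limma called 2 probes. The estimated correlation between the arrays of a mouse was 0.0025, so this fit treats the 12 arrays of 6 mice as nearly independent. On chromosome 11, from 100516693 to 100516752, the progeny were higher by 1.099 (adjusted p = 0.0283), and on chromosome 16, from 46453320 to 46453379, the difference was -0.83 (adjusted p = 0.0409). On simulated data with 200 changed probes of each size, the test found 50% of those that differed by 1. For a lone probe the adjustment is stricter, so the share found would be lower. In the main fit, the chromosome 11 probe, with a difference of 1.099, had an adjusted p of 0.277 (limma). Differences of that size can therefore be missed with 4 progeny and 2 parents.

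No departure from a spread in proportion to the probes was detected for the positive regions. The 1095 merged regions comprised 889 losses and 206 gains. Relative to the number of probes, chromosome 17 had the most (1.33 times the expected number) and chromosome 18 the fewest (0.75 times). The distribution as a whole gave p = 0.388 in a permutation test with 100000 random placements, and the 15 regions of 2 or more probes gave p = 0.413.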

Values the study reported

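The study reported that 29 of 142 F1 mice of the irradiated group (20.4%) and 11 of 156 of the non-irradiated group (7.1%) carried de novo deletions. For deletions with 2 or more positive probes in the first screening, it gave 22 of 142 mice (15.5%) and 8 of 156 mice (5.1%). These counts are of variants that had passed all steps of the study, over many families. Mice with the most verified de novo deletions were listed apart by the study and are not in these counts. The study's lists of verified de novo variants name no mouse of the family described here.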

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

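Of the tests in this part, those of dim probes and of chance over 3 neighbouring probes were set before their results were seen, and all others were chosen after. Progeny mice were compared with each other for 42 results, and in 12 of them 1 mouse stood apart by Dixon's criterion. In groups not picked by their values, chance flags about 1 in 20. Many of the positions compared were picked because a progeny mouse was called there, which makes a flag likelier. Many of the 12 are also counts of the same calls.

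Progeny replicate 1 stood apart in its median X ratio (-0.025, others 0.87 to 0.92), its median Y ratio (0.039, others -1.54 to -1.50) and the chromosome 3 region from 25417435 to 25444229 (0.015, others -1.57 to -1.47). The same split of the mice held for 35 autosomal losses on 14 chromosomes, all called in the dam and progeny replicates 2, 3 and 4 alone. A loss inherited on an autosome from the dam would leave 1 copy of 2, a ratio of -1. This assumes that the sire, near the level of the reference at these probes (-0.07), passed on an intact copy. The medians of progeny replicates 2, 3 and 4 were -1.55, -1.45 and -1.42 (bootstrap SE 0.17, 0.12 and 0.18). These probes were picked as losses in the same mice, which lowers the medians, and the SE leaves this choice out. Private losses of the same replicates, called with the same thresholds, had medians of -1.06, -1.03 and -1.04. Those of replicate 4 lay mostly on dim probes (median brightness at the 1.6th percentile), so they are no matched control for the bright shared set. Of the 35 shared probes, 34, 34 and 32 were below -1 in replicates 2, 3 and 4. These depths argue against such inheritance as the whole cause under that assumption, with the effect of the choice of probes not measured. Probes that also bind the Y chromosome are a candidate explanation that stays open. Of 65 dam losses under -0.4 in 3 or more progeny, 87.7% were above -0.4 in replicate 1, short of the 90% set for this test, and the probes were bright (98.9th percentile), a value for which no bound had been set.

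Progeny replicate 4, whose 2-array mean was the noisiest of the 6 mice (SD across probes 0.18, other mice 0.15 to 0.16, spread between neighbouring probes 0.16, other mice 0.13 to 0.15), had 519 positive probes (others 166 to 174), of which 464 were losses (140 to 158), and 443 private calls (108 to 145), of which 390 were losses (86 to 131) and 53 gains (14 to 22). It had 475 de novo candidate probes (121 to 170), with 456 single-probe runs (118 to 162), which became 316 (102 to 127) after loess, 130 (15 to 35) with probes well above background and 13 (0, 7 and 7) after normexp. Its positive probes became 170 (36 to 63) with probes well above background, while after normexp they were 55, as in the dam (55), against 1, 52 and 52 in progeny replicates 1 to 3. Its excess of de novo losses lay in the dimmer 50% of probes (415, others 93 to 156). Its private losses had a median brightness at the 1.6th percentile. As a cause, dim probes stay open. In the brighter 50% of probes its de novo losses were 1.5 times the median of the other progeny, at the bound of the test. That value rests on 6 probes, against 0, 7 and 4 in replicates 1 to 3. The design gives no group for a biological explanation, so that none was tested, nor was its wider noise tested as a cause. A graded response of the probes of its private losses may be shared by the progeny and is not shown to be particular to them. The other 3 had medians of -0.16 or lower there (-0.35, -0.16 and -0.33), but the dam, at -0.13, was close to replicate 2, and the sire was at 0.13. All ratios share 1 reference animal, and no value for equally dim probes without a call is given here. At the private losses of replicate 1, replicates 2, 3 and 4 had medians of -0.15, -0.27 and -0.33.

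The chromosome 14 gain from 52008939 to 52012105 was the de novo candidate with the most probes (3). Its 2-array mean was higher in each of the 4 progeny than in either parent. The parental means were 0.03 and 0.08. Dye bias cannot be decided here. The progeny lay above the parents by 0.62 (SE 0.14) with the mouse in Cy3 and by 0.55 (SE 0.18) with it in Cy5. However, the region was picked because replicate 4 passed on both arrays and neither parent was called. The ratios also followed the dye, at -0.29 and -0.37 in Cy3 and 0.35 and 0.53 in Cy5 in the sire and dam. Replicate 3 was at -0.02 in Cy3 and 0.61 in Cy5. Chance over 3 probes stays a candidate explanation, because 27 of 27 other splits and directions of the 6 mice held a 3-probe window with as wide a gap (here 0.21, widest 0.60 for the same split with the progeny lower), where the split that sets the sire and progeny replicate 1 apart was left out (widest 1.70). Scan day cannot be told apart from generation, as 0 scan days held both parents and progeny.

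At 3 positions 1 progeny mouse also stood apart, as values only. Each position was picked as a de novo candidate of the mouse that stood apart, so its standing apart is partly built in. Progeny replicate 4 had -0.92 on chromosome 11 from 7362019 to 7363721 (others -0.24 to -0.15) and -2.24 on chromosome 18 from 64436416 to 64436475 (others -0.56 to -0.40). Progeny replicate 3 had -3.95 on chromosome 4 from 51764296 to 51764355 (others -0.31 to 0.09).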

How the results depend on the processing

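The alternatives with the probe dye effect removed, without the probes lost in the dam and progeny replicates 2, 3 and 4, without progeny replicate 4 in the counts of calls, and with windows of neighbouring probes were chosen after seeing the data. The counts of calls moved with nearly every choice about dim probes and thresholds. The chromosome distribution was rerun only for regions of 2 or more probes, and the spread of the arrays only with series matrix values and a running median, with no change of call or over the spread. Unless the construction of a setting shows it, the cause was not tested. No paired analysis was possible because the groups share fewer than 2 replicate numbers. Gene list alternatives were not run. Signal over background limits the calls, since most lie on the dimmest probes.

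The main totals were 1299 positive, 1007 private and 888 de novo candidate probes, and 15 de novo runs of 2 or more. They became 216, 24, 27 and 1 after normexp, 409, 209, 197 and 8 with probes well above background, 477, 317, 266 and 3 at thresholds of 1.0 and 0.6, and 2466, 1975, 1764 and 63 at 0.7 and 0.4. With the mean of both arrays past the threshold they were 6487, 5083, 4700 and 171, and with the direction not required 5903, 4880, 4258 and 215. Without progeny replicate 4, there were 780 positive and 413 de novo probes and 6 runs. De novo probes fell to 517 with parents under 0.4, and to about 5.0e+02 with 1 run where a difference over 0.5 from each parent was required. Runs numbered 8 after loess and 0 under the single-probe rule. With runs of 3 or more in place of 4 or more, 1 was found in place of 0. Normexp shrank the X and Y ratios of the dam as well, while the thresholds were kept, so part of its drop is built in.

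The share of progeny with a parental call (75%, 1 region) turned to the other side of 50% with more and weaker regions, at 10.71% at thresholds of 0.7 and 0.4, 6.25% with the mean of both arrays, 5.16% with the direction not required, 12.6% with single probes included and 25% with the probe dye effect removed. Positive pairs were 3 of 4 in the main setting, 3 of 28 at 0.7 and 0.4, and 3 of 12 with the dye effect removed. At 0.7 and 0.4, and with the dye effect removed, the share thus fell with added regions and no more positive pairs. Positive pairs rose to 10 of 160 with the mean of both arrays and to 13 of 252 with the direction not required. With single probes included they were 131 of 1040.

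The X ratio of the dam was 0.57 after normexp and 0.83 on the array with the mouse in Cy5 alone. Its Y ratio was -0.36 after normexp, -0.67 over probes well above background, a filter that removes Y probes for being dim in a mouse without a Y, and -1.24 on that array. By limma, the family differed from the reference at 0 probes after normexp (66107 at an unadjusted p under 0.05) and at 0 to 2 probes with 1 progeny mouse left out, with 0 without replicate 1 or replicate 3. Progeny and parents differed at 2 probes with all 12 arrays and a random block, and at 0 in the other limma settings run (51678 to 64305 unadjusted).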

Other observations

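The stretches and the counts of opposite calls in this part were chosen after the data were seen. The limma comparison itself was set before.

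Windows of 10 neighbouring probes past 0.25 on both arrays were found at 3 places as gains and 12 as losses in the dam, and 8 of the 12 losses held probes of the 35 lost in the dam and progeny replicates 2, 3 and 4 together. In 7 of these it was 1 deep probe, with means of -0.08 to 0.03 over the others, as on chromosome 16 from 40830098 to 40870293, where the mean of the dam was -0.19 and its median -0.06, and the lowest probe was at -3.39. The 3 stretches given here were picked by eye as examples. On chromosome 8, from 102145812 to 102244157 (36 probes, 98.3 kb), the mean ratio was 0.25 in the dam (median 0.28), 0.25, 0.24 and 0.25 in progeny replicates 2, 3 and 4, and 0.00 in the sire and replicate 1. On chromosome 14, from 61788739 to 61822629 (19 probes), it was -0.18 in the dam (median -0.19) and -0.26, -0.25 and -0.25 in replicates 2, 3 and 4. These stretches parted the mice as the X and Y probes did. On chromosome 13, from 101035972 to 101140957 (16 probes, 105 kb), the dam (0.20, median 0.23) and replicates 2 (0.27) and 4 (0.28) were higher than the sire (0.06), replicate 1 (0.02) and replicate 3 (-0.04), so that this shift did not follow the X and Y probes. The regions were picked for their shifts, so no p-value is given.

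The 15 splits of the 6 mice into 4 and 2 are too few for a share under 0.05. The split of progeny against parents gave 0 probes by limma (62932 at an unadjusted p under 0.05), and the highest other split gave 40, for the dam with progeny replicates 2, 3 and 4. That split follows the X and Y ratios and points to a structure of the samples.

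At 17 probes, different mice were called in opposite directions. The number met by chance was not estimated, since most calls lie on few dim probes. The sire was involved in 11 of them, and in 9 it was gained while another mouse was lost. The 2-array mean of the sire correlated with those of the other mice at r = -0.20 to -0.03 across probes. No explanation was tested.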
